A study of Mus musculus with 3 samples. Its data were reported in "Iron supplementation regulates the progression of high fat diet induced obesity and hepatic steatosis via mitochondrial signaling pathways" (2021).

How the data were processed

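Liver RNA of male C57BL/6J mice was measured after feeding with a control diet (Control, 10% of energy from fat), a high-fat diet (HF, 60% of energy from fat) or the high-fat diet to which sodium ferrous citrate, an iron supplement, had been added at 0.023% by weight (HF+SFC). Feeding started at 6 weeks of age and lasted 15 weeks according to the study's methods. The labels give an age of 21 months for each sample, which does not match those times, and the age was not used. Each group was represented by 1 array, for which the material of all mice of the group was mixed. The series therefore holds 3 arrays and no replicates, no test between groups was possible, and no p-value is given. The difference between any 2 arrays has no replicate check.

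Biotin-labelled cRNA was hybridised to Affymetrix GeneChip arrays of the mouse genome, on which a transcript is read by 1 or more probe sets. The deposited values are MAS5 signals per the labels, that is, intensities on a linear scale, and the version of MAS5 was not given in the sources used here. The 2% trimmed mean over all 45101 probe sets was 500.004 on each array, so that the authors had scaled every array to one target and differences in total signal between the arrays had been removed before deposit. Median signals were 81.7 in Control, 87.3 in HF and 80.4 in HF+SFC. Neither background nor detection calls were used here. MAS5 signals of dim probe sets are noisy, so that a fold difference at low signal is much less precise than one at high signal.

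Probe sets were named through the platform annotation. Of the 45037 probe sets other than the 64 Affymetrix controls, 34945 named 1 gene, 932 named several and 9160 were not listed in the annotation used. No gene was named from a probe set with several genes. Entrez identifiers of 34741 of the probe sets with 1 gene were found in a RefSeq gene table of assembly GRCm38.p6, used for names only, and 0 symbols differed. No coordinates are given because the array values carry no genome build. Some genes were not analysed here.

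The measure was the log2 ratio of the deposited signals of 2 arrays. A gene was read through its probe set of highest mean log2 signal and was kept if that mean lay in the upper 50% of the probe sets other than controls, that is, at a signal of 76.9 or more. This kept 22519 probe sets, 19794 of them with 1 gene, and 11341 genes, of which 5020 had 2 or more kept probe sets. Genes at or beyond 1.5-fold, the threshold used in the study, were counted in each direction. For 41 gene lists and for the union of the subunits of the respiratory complexes, the median log2 ratio of the kept members was set against the medians of 10000 random lists of the same size, matched on mean signal in 20 bins. The percentile describes these arrays and is no test over animals. A list was said to stand apart where its median lay outside the central 95% of random lists, and lists with fewer than 3 kept members were given no median.

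The spread of log2 ratios between probe sets of one gene served as the error in place of replicates. It includes differences between transcripts of a gene and cross-hybridisation besides noise. Spiked-in controls and the ratios of 3′ to 5′ probe sets of Actb, Gapdh and Pcx were used to compare hybridisation and RNA quality. To obtain the counts that noise alone would give, 3 arrays that differed only by noise of that spread, by signal, were simulated 100 times. Intervals of shares are 95% binomial intervals (Wilson), which cover the number of genes only.

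Genes were named by a rule fixed before the data were examined. For each comparison it took the 10 highest and 10 lowest genes by median log2 ratio among those with 2 or more kept probe sets all beyond 1.5-fold in one direction, the 5 highest and 5 lowest genes in the upper 25% of mean signal, the liver genes that the study had measured by qRT-PCR or named for heme and Fe-S synthesis, and up to 4 members of each list with the largest log2 ratio in size. The lists, which cover mitochondrial complexes, lipid, iron, heme and Fe-S genes, liver functions, housekeeping groups and markers of other cell types, were fixed at the same time.

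The alternatives were quantile normalization, centring on the median or by lowess (fraction 0.3), no filter on dim probe sets, the upper 25% of mean signal, a floor at the median of each array, a pseudocount of 16, the median over the probe sets of a gene, leaving out probe sets that match several transcripts by their suffix, a 2-fold threshold, and other arrays as the shared array of a pair of ratios. Under these, 2000 random lists were drawn. The steps were tested on simulated data. Of 200 genes changed 2-fold in a simulated HF over Control comparison of 11341 genes, 99.0% were recovered. Of 200 unchanged lists, 5.5% stood apart, a share close to what the definition of standing apart sets for lists of independent genes. Both shares hold for the simulated noise only. Log2 ratios of HF over Control between kept probe sets of the same gene had an SD of 0.36. Below the upper 25% of signal it was 0.45. Recovery at that spread was not tested. Calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.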

Results

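Hepatic gene expression was measured in 3 pooled liver samples, 1 each of Control, HF and HF+SFC mice, with 1 array per group. Log2 signals of the kept probe sets correlated at 0.967 between HF and Control, 0.983 between HF+SFC and HF, and 0.968 between HF+SFC and Control. No spiked-in hybridisation control differed by 1.5-fold between arrays, with medians of log2 ratios of -0.08 for HF over Control and 0.02 for HF+SFC over HF. Spikes added to the RNA before labelling were lower in HF+SFC than in HF (median log2 ratio -0.25), 2 of 24 of them beyond 1.5-fold. Their median was -0.14 for HF over Control, with 0 of 24 beyond 1.5-fold. For HF+SFC over Control it was -0.39, with 2 of 24 beyond. The ratio of 3′ to 5′ signal was 1.84, 1.65 and 1.73 for Actb, 0.708, 0.680 and 0.708 for Gapdh, and 4.28, 3.23 and 3.89 for Pcx, in Control, HF and HF+SFC. Between probe sets of one gene, log2 ratios of HF over Control had an SD of 0.36 and those of HF+SFC over HF an SD of 0.33, and in the upper 25% of signal the SDs were 0.25 and 0.22. Since there was 1 array per group, every difference below is a difference between pools.

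HF was compared with Control to describe how the livers differed after the high-fat diet. With 1 pool per group these differences cannot be ascribed to the diet alone. Circadian clock genes, given further below, also differed (median 0.56, percentile 100). Time of day and feeding state at collection could not be compared between the pools, and their bearing on the lists below was not tested. In HF 10 of 21 macrophage markers, 12 of 17 stellate cell markers, 10 of 23 lipid droplet genes and 10 of 22 acute phase proteins were at least 1.5-fold higher, and 7 of 10 targets of PPARα, the fasting-activated regulator of fatty acid oxidation, were lower. Of 11341 kept genes, 1282 were at least 1.5-fold higher in HF and 662 at least 1.5-fold lower. In 165 and 81 genes, respectively, 2 or more probe sets all passed in that direction.

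Among the lipid droplet genes, 10 of 23 were at least 1.5-fold higher and 6 at least 1.5-fold lower in HF, and the median log2 ratio was 0.40 (percentile 100 of random lists). In the upper 25% of signal the median was 0.10 and lay within the random lists. Cidea, a lipid droplet protein of fat cells, had a signal of 3.81 in Control, 897 in HF and 498 in HF+SFC, so that its Control value was too dim for a fold. The fatty acid transporter Cd36 was 6.29-fold higher in HF, with its 3 probe sets between 2.21 and 2.65 on the log2 scale, the acyltransferase Mogat1 was 5.62-fold higher and the adipogenic regulator Pparg 4.58-fold higher. Of 23 genes of fatty acid and triglyceride synthesis, 7 were higher and 3 lower (median 0.14, percentile 99.4). Thrsp, a lipogenic gene, was 8.39-fold higher by the probe set used, and Srebf1, which drives lipogenic genes, was 2.42-fold higher. Cholesterol synthesis and uptake genes were higher in 12 of 20 and lower in 0, with a median of 0.69 (percentile 100). Msmo1 was 5.98-fold higher, Sqle 3.89-fold higher, and Idi1 stood at 1.32 on the log2 scale. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was 6.19-fold higher, whereas the bile acid list as a whole was level (median -0.05, percentile 53.8), with a sign that turned under quantile and lowess scaling.

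PPARα target genes outside the oxidation lists were lower in HF in 7 of 10, and the median of all 10 was -0.94 (percentile 0). Pdk4, which restrains glucose oxidation, was 9.32-fold lower. Acot1 was 6.83-fold lower, and Fgf21, a fasting hormone, 3.48-fold lower. In peroxisomal fatty acid oxidation 4 of 16 genes were lower, Ehhadh by 3.42-fold, but the median of -0.08 lay within the random lists (percentile 37.4) and turned positive under quantile and lowess scaling. Of 22 mitochondrial β-oxidation genes, 2 were lower and 0 higher, and the median was -0.14 (percentile 11.3). The other genes lowest in HF included the leptin receptor Lepr, 11.9-fold lower with 3 probe sets between -3.57 and -1.96 on the log2 scale, the fatty acid binding protein Fabp5, 5.23-fold lower, and the carnitine transporter Slc22a5, 3.59-fold lower. In glucose metabolism 2 of 16 genes were higher and 2 lower (median -0.04, percentile 64.6, positive under quantile and lowess scaling). The insulin-repressed Igfbp1 was 4.38-fold lower and Irs2 3.31-fold lower.

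Acute phase proteins were higher in HF in 10 of 22 and below 0 in 9, with a median of 0.34 (percentile 100). The median was 0.21 in the upper 25% of signal and 0.10 without probe sets of ambiguous suffix. Lcn2 was 12.2-fold, Saa2 11.7-fold and Saa1 4.80-fold higher. Macrophage and Kupffer cell markers were higher in 10 of 21 and above 0 in 21 (median 0.56, percentile 100), and stellate cell and matrix markers in 12 of 17 and above 0 in 17 (median 0.75, percentile 100). Marco was 2.24-fold and Cd74, the invariant chain of MHC class II, 2.06-fold higher, and Gpnmb stood at 1.32 on the log2 scale. Col3a1 was 3.25-fold and Vim 2.37-fold higher. Endothelial markers had a median of 0.24 (percentile 97.0), and 2 of 14 were higher. Lymphocyte markers had 3 kept members (median 1.04, percentile 99.5), among them Ccl5 at 1.37 on the log2 scale. These markers moved in the same direction as the acute phase and lipid droplet lists. Complement and coagulation genes were lower (median -0.20, percentile 0.8), 2 of 29 beyond 1.5-fold.

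On these arrays, the respiratory chain subunits read here differed little between HF and Control. They included no mitochondrially encoded gene, of which 1 of 13 listed (ND5) was found on the array. The 75 kept subunits of oxidative phosphorylation had a median of -0.05 (percentile 77.1), which became positive under quantile and lowess scaling, and 1 of them, the ATP synthase inhibitor Atpif1, was 1.61-fold higher, and 0 were lower. Complex medians were -0.02 for complex I, -0.01 for complexes II and III, -0.09 for complex IV and -0.06 for complex V, and each turned positive under quantile and lowess scaling. Mitochondrial ribosomal proteins stood at 0.01 (percentile 66.8, negative under median centring), assembly factors at 0.07 (percentile 73.5) and genes of mitochondrial DNA, dynamics and carriers at -0.02 (percentile 46.7). Citric acid cycle genes had a median of 0.20 (percentile 99.8), led by Fh1 at -0.63 and Idh2 at 0.51 on the log2 scale. The heme synthesis list had a median of 0.05 (percentile 76.7), with 0 of 13 genes beyond 1.5-fold, and the Fe-S list 0.09 (percentile 90.6), with 2 of 26 higher and 2 lower. Iron homeostasis genes had a median of -0.02 (percentile 62.0, positive under lowess scaling), and 1 of 29 was higher and 4 were lower. Steap3 was 2.05-fold higher by the probe set used, with a median of 0.14 over its 3 probe sets on the log2 scale. The lower genes were led by Atoh8, 7.73-fold lower, Id1, 2.93-fold lower, and Hamp, the hormone hepcidin that limits iron release, 2.21-fold lower with its 2 probe sets at -1.31 and -1.15.

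**Figure D1:**
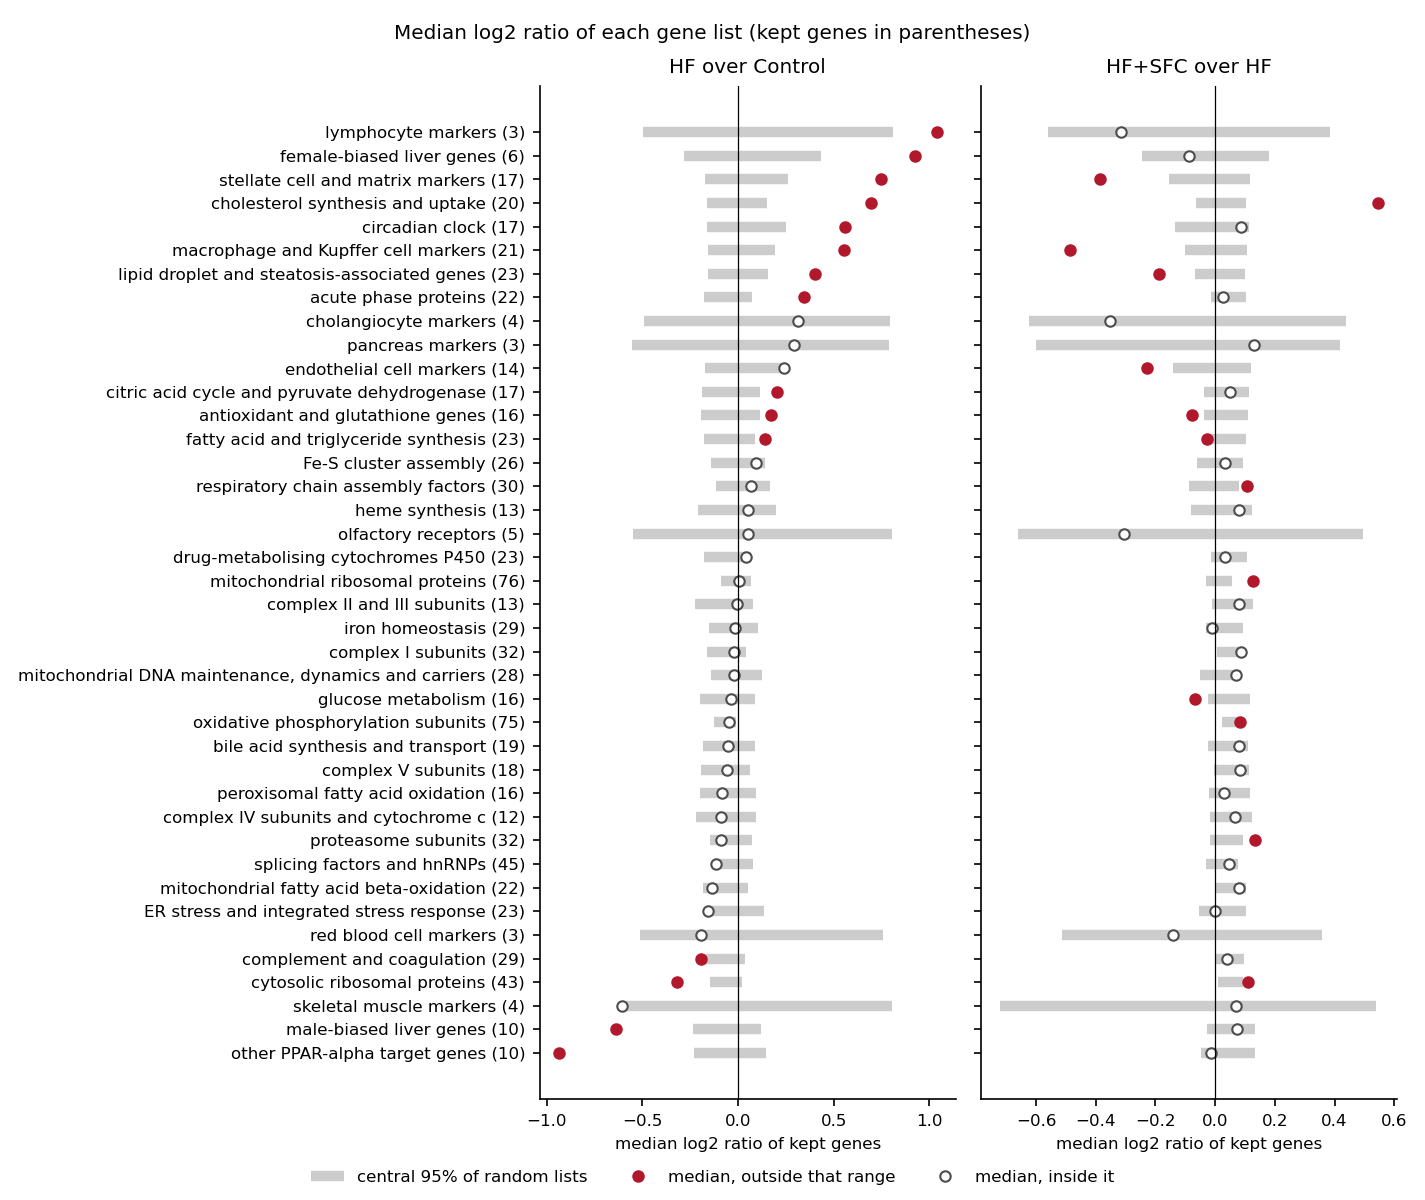
Median log2 ratio of the kept genes of each list (x axis, log2; kept genes in parentheses) for HF over Control (left) and HF+SFC over HF (right); points are medians and grey bars the central 95% of random lists of the same size and signal. PPARα targets lie lowest on the left at -0.94, and cholesterol synthesis lies highest on the right at 0.55.

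To see what iron supplementation did on top of the high-fat diet, HF+SFC was compared with HF. In HF+SFC 9 of 20 cholesterol synthesis genes were at least 1.5-fold higher, and 9 of 21 macrophage markers, 7 of 17 stellate cell markers and 4 of 23 lipid droplet genes at least 1.5-fold lower. The median of the respiratory chain subunits, which included no mitochondrially encoded gene, was 1.06-fold higher. Fewer genes passed than in HF over Control, 327 higher and 605 lower, where simulated noise of the size seen between probe sets gave means of 404 and 406. Under quantile and lowess scaling the counts were 453 and 456, and 450 and 459, without the excess of lower genes, and under median centring they were 331 and 586. In 11 genes all of 2 or more probe sets were higher, and in 39 lower.

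Cholesterol synthesis and uptake genes were above 0 in 20 of 20 and at least 1.5-fold higher in 9 (median 0.55, percentile 100). Dhcr7 was 2.44-fold, Idi1 2.19-fold, Msmo1 2.09-fold, Sqle 2.05-fold and Cyp51 1.89-fold higher. Idi1, Cyp51 and Mvk, which was 1.86-fold higher, passed in every kept probe set. The other genes that did so included Rusc2, which was 3.33-fold higher after being 7.35-fold lower in HF than in Control. Among bright genes Tff3 was 3.40-fold higher. Sec24b was 3.22-fold higher by its brighter probe set, but its other probe set stood at -0.74 on the log2 scale.

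Macrophage and Kupffer cell markers were lower in HF+SFC in 9 of 21 and below 0 in 21 (median -0.49, percentile 0). HF, where these and the stellate cell markers were highest by their medians, also had the lowest ratio of 3′ to 5′ signal of the 3 arrays for Actb, Gapdh and Pcx. Stellate cell and matrix markers were lower in 7 of 17 and below 0 in 17 (median -0.39, percentile 0), and endothelial markers had a median of -0.23 (percentile 0.1). The scavenger receptor Marco was 3.53-fold lower, with its 2 probe sets at -1.82 and -1.73. The MHC class II genes H2-Eb1 and H2-Ab1 were 2.20-fold and 1.94-fold lower, and Cd74 was 2.16-fold lower. Des was 2.97-fold and Vim 2.04-fold lower. Bcl6, a transcriptional repressor, was 3.60-fold lower, and the interferon-induced chemokine Cxcl9 2.78-fold lower. Cholangiocyte markers (median -0.35, percentile 17.6, 4 kept) and lymphocyte markers (median -0.31, percentile 16.9, 3 kept) lay within the random lists.

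Lipid droplet genes were lower in 4 of 23 and higher in 0 (median -0.19, percentile 0, and -0.10 in the upper 25% of signal). Cidea was 1.80-fold, Cidec 1.69-fold, and Vldlr and Lpl were 1.53-fold and 1.52-fold lower. As medians over their 2 probe sets, Vldlr stood at -0.27 on the log2 scale, inside 1.5-fold, and Lpl at -0.79. The macrophage marker median of -0.49 moved in the same direction as this list. Genes of fatty acid and triglyceride synthesis had a median of -0.03 (percentile 2.3) and did not stand apart under 5 of 9 alternatives, while Scd2 was 2.67-fold lower and Pnpla5 2.02-fold higher. Glucose metabolism stood at -0.07 (percentile 0.2), although Irs2 had a signal of 151 in HF and 301 in HF+SFC. PPARα targets were level with HF (median -0.01, percentile 10.3), and bile acid genes stood at 0.08 (percentile 85.4).

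The 75 oxidative phosphorylation subunits were above 0 in 62, and 0 of them were beyond 1.5-fold. Their median was 0.08, at percentile 97.6, and it left the region that stands apart under 7 of 9 alternatives. For oxidative phosphorylation subunits, median log2 HF+SFC over HF was 0.0287 under quantile and 0.0350 under lowess scaling. Complex medians were 0.09 for complex I, 0.08 for complexes II and III, 0.07 for complex IV and 0.08 for complex V. None of them lay outside the random lists, and the complex I median was lower under quantile scaling. Uqcr11 at 0.27 and Uqcrh at 0.22 on the log2 scale were the highest. Mitochondrial ribosomal proteins were above 0 in 59 of 76 (median 0.13, percentile 100), 1 of them lower by more than 1.5-fold, and assembly factors in 22 of 30 (median 0.11, percentile 99.5). Cytosolic ribosomal proteins had a median of 0.11 (percentile 99.8), with 1 of 43 higher and 2 lower, and proteasome subunits one of 0.13 (percentile 100), with 0 of 32 beyond 1.5-fold. For cytosolic ribosomal proteins, median log2 HF+SFC over HF was 0.0488 under quantile scaling. β-Oxidation genes had a median of 0.08 (percentile 85.0), which was lower under quantile and lowess scaling. Citric acid cycle genes stood at 0.05 (percentile 62.9) and peroxisomal oxidation genes at 0.03 (percentile 33.1, negative under quantile scaling).

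Without a limit on signal, the oxidative phosphorylation genes had 166 probe sets, of which 7 were at least 1.5-fold higher and 5 lower in HF+SFC than in HF. Of these 12 probe sets 9 lay below the kept level, and the brightest probe set of the same gene was inside 1.5-fold in 12 of 12. Of the probe sets below the kept level 52.9% were beyond 1.5-fold, against 2.01% of those above it. Uqcrq had 3 probe sets that passed, with mean signals of 107, 18.8 and 7.73, while its brightest one had a mean signal of 16674 and a log2 ratio of 0.04.

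**Figure D2:**
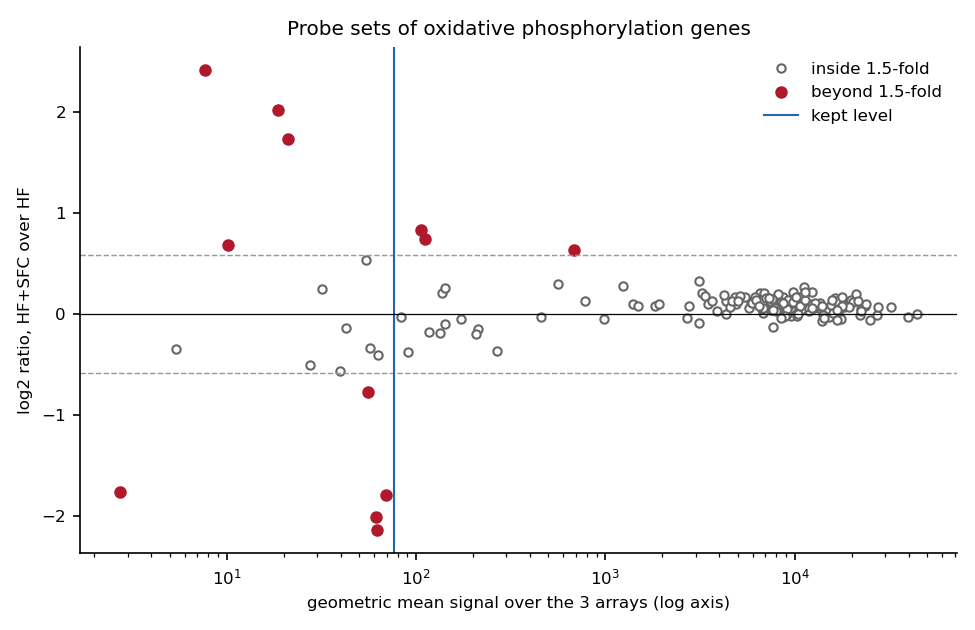
Log2 ratio of HF+SFC over HF (y axis) against the geometric mean signal over the 3 arrays (x axis, log scale) for the 166 probe sets of oxidative phosphorylation genes; dashed lines mark 1.5-fold and the vertical line the kept level of 76.9. Of the 12 probe sets beyond 1.5-fold 9 lie to the left of the line, and 1 of those to its right, of Ndufs4, has a mean signal of 683.

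Heme synthesis genes had a median of 0.08 (percentile 87.3), with 0 of 13 beyond 1.5-fold, and Fe-S genes 0.03 (percentile 67.9), with 0 of 26. Iron homeostasis genes had a median of -0.01 (percentile 9.1), with 1 of 29 higher, which was Atoh8 at 3.38-fold. Hamp was 1.36-fold higher, its 2 probe sets at 0.45 and 0.49 on the log2 scale. A list of genes named by the study for qRT-PCR, heme and Fe-S synthesis was chosen in part on these arrays, so that its direction is not independent evidence. It had 21 genes, of which 18 were kept, and 15 of them were above 0 in HF+SFC over HF, with a median of 0.10 and 0 beyond 1.5-fold. This list was not set against random lists, so whether it differs from other genes of the same signal was not tested. Coq10a was highest at 0.46, followed by Hamp at 0.45, Rsad1 at 0.35, Cpt1a at 0.27 and Echs1 at 0.26. The 3 genes below 0, all of heme or Fe-S synthesis, were Cox10 at -0.13, Ppox at -0.12 and Bola1 at -0.01. As the median over its 3 probe sets Cox10 stood at 0.03. Bola3, also of Fe-S synthesis, stood at 0.08 by the probe set used and at -0.03 as the median over its 2 probe sets.

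**Figure D3:**
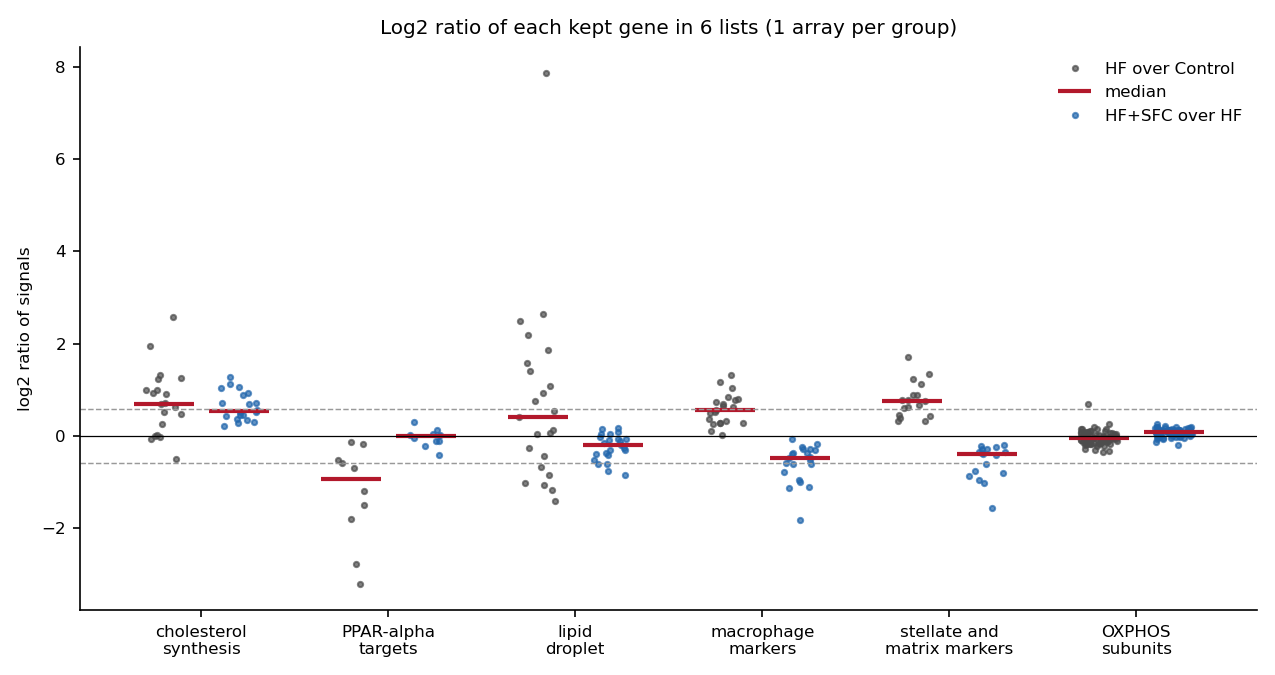
Log2 ratio (y axis) of each kept gene in 6 lists for HF over Control (grey) and HF+SFC over HF (blue), each from 1 array per group; points are genes, red bars medians and dashed lines 1.5-fold. Macrophage markers have medians of 0.56 and -0.49, and oxidative phosphorylation subunits -0.05 and 0.08.

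HF+SFC was also compared with Control. In this comparison 1043 genes were higher and 780 lower. Cholesterol synthesis genes showed a median of 1.33 (percentile 100), 15 of 20 higher, and PPARα targets one of -0.80 (percentile 0), 6 of 10 lower. Macrophage markers (median -0.07, percentile 13.4) and endothelial markers (median -0.07, percentile 18.7) lay within the random lists, as did stellate cell and matrix markers (median 0.23, percentile 96.6). Acute phase proteins kept a median of 0.31 (percentile 100, but 0.18 in the upper 25% of signal and 0.07 without probe sets of ambiguous suffix). Oxidative phosphorylation subunits had a median of 0.03 (percentile 95.7). Respiratory chain assembly factors stood at 0.20 (percentile 99.3), with 4 of 30 higher and 1 lower, citric acid cycle genes at 0.23 (percentile 99.8), with 0 of 17 beyond 1.5-fold, and mitochondrial ribosomal proteins at 0.09 (percentile 98.9), with 1 of 76 higher and 2 lower, and these 3 lists lay within the random lists when the median over probe sets was used. Cytosolic ribosomal proteins stood at -0.21 (percentile 0), with 2 of 43 lower. Msmo1 was 12.5-fold higher, Pdk4 12.5-fold lower and Hamp 1.62-fold lower.

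To see whether genes lower in HF were higher again with SFC, the share of genes at least 1.5-fold lower in HF than in Control that were at least 1.5-fold higher in HF+SFC than in HF was taken. In the 11 mitochondrial lists, with 287 kept genes, 8 were lower in HF, and 0 of these 8 were higher in HF+SFC (95% interval 0% to 32.4%), as were 0 of all 287. This holds for the probe set used. The other kept probe set of Cpt2, among the 8, stood at 1.18 on the log2 scale in HF+SFC over HF. In HF over Control that probe set stood at -0.19, inside 1.5-fold. Without probe sets of ambiguous suffix the share was 1 of 10, which was Uqcrq. Among all other genes the share was 141 of 654, or 21.6% (95% interval 18.6% to 24.9%), where independent lists would share 19.3 genes. Both ratios contain the HF array, and 3 simulated arrays that differed by noise alone gave 30.2%, a mean of 121 genes (range 94 to 146) among the 400.5 that were lower in the first comparison. With Control as the shared array, that is, among genes lower in Control than in HF, 55.4% were also lower in Control than in HF+SFC. With HF+SFC as the shared array, 32.1% of the genes lower in it than in HF were also lower in it than in Control.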

Values the study reported

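The study reported that 93 mitochondrial genes downregulated in the liver of HF mice, a share of 52.84%, were upregulated in HF + SFC mice. Its threshold was 1.5-fold. It listed 51 mitochondrial genes as common to the response of liver and muscle, and counted 11.76% of them as linked to heme or Fe–S clusters. By qRT-PCR with replicate animals, the study reported liver genes of β-oxidation and the respiratory chain as significantly lower in HF than in Control. Several were significantly higher in HF + SFC than in HF. Its gene set enrichment placed oxidative phosphorylation among the pathways of genes higher with iron. With 1 pooled array per group, the values of single animals could not be checked here.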

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

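Each alternative was fixed before the data were examined, except the counts of genes with all probe sets beyond the threshold and the shares with any 1 probe set, which were added after seeing the data. With 1 array per group no array was left out and no difference had a replicate check, and precision was lower at dim signal. No paired analysis was possible because each group had 1 sample and the results came from no test. Under the alternatives to the filter and threshold the number of genes counted changed by construction; for the other shifts the cause was not tested. Of the list medians that stood apart, 11 of 15 did so under all alternatives in HF over Control, 10 of 13 in HF+SFC over HF and 6 of 10 in HF+SFC over Control. Of the medians under alternatives, 343, 344 and 349 moved less than the random lists spread, and 10, 9 and 4 moved more.

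Higher and lower genes are given for HF over Control, then HF+SFC over HF, then HF+SFC over Control. Without a filter they numbered 3699 and 2755, 2330 and 3028, and 3228 and 3072. In the upper 25% of signal they numbered 444 and 283, 39 and 76, and 410 and 306. At 2-fold they numbered 391 and 192, 87 and 135, and 319 and 208. With 2 or more probe sets that all pass they numbered 165 and 81, 11 and 39, and 128 and 96. Other scalings left each count within 1.5 times of the main one. The share of higher genes in HF+SFC over HF was 35.1% as deposited, 36.1% under median centring, 49.8% under quantile and 49.5% under lowess scaling.

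The share of other genes lower in HF that were higher in HF+SFC was 48.6% without a filter, 5.09% in the upper 25% of signal and 13.9% with a floor. In the mitochondrial lists it was 10% without probe sets of ambiguous suffix. Any 1 probe set of a gene, possibly a different one for each ratio, was then counted with no filter. The share was 57.5% in other genes and 46.8% in the mitochondrial lists. With Control as the shared array it was 55.4% in other genes and 66.7% in the mitochondrial lists (4 of 6 genes), and with HF+SFC 32.1% and 100% (1 of 1 gene). At 2-fold 0 genes of the mitochondrial lists were lower in HF, and no share was had.

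For oxidative phosphorylation subunits, median log2 HF over Control was 0.0373 under quantile scaling and 0.0265 under lowess. For oxidative phosphorylation subunits, median log2 HF+SFC over HF was 0.0287 and 0.0350. For complex I subunits, median log2 HF+SFC over HF was 0.0320 under quantile scaling. For mitochondrial fatty acid beta-oxidation, median log2 HF+SFC over HF was 0.0263 under quantile scaling and 0.0236 under lowess. For cytosolic ribosomal proteins, median log2 HF+SFC over HF was 0.0488 and 0.0600, and under quantile scaling they stood at -0.21 in HF over Control. For complement and coagulation, median log2 HF+SFC over HF was -0.00764 under lowess. In the upper 25% of signal, lipid droplet genes stood at 0.10 in HF over Control and -0.10 in HF+SFC over HF, acute phase proteins at 0.21 in HF over Control and 0.18 in HF+SFC over Control, clock genes at 0.99 in HF over Control, and fatty acid synthesis at 0.16 in HF+SFC over Control. Without probe sets of ambiguous suffix, HF over Control gave -1.19 for PPARα targets, 0.60 for lipid droplet genes and 0.10 for acute phase proteins, and for acute phase proteins, median log2 HF+SFC over Control was 0.0691. Female-biased genes stood at 2.32 in HF over Control without a filter. With the median over probe sets, fatty acid synthesis stood at 0.12 in HF+SFC over Control. That choice also turned the sign of some named genes. Among them were Hbb-b2, to -0.73 in HF+SFC over HF, and Cpt2, to 0.17, and Mrpl28, to 0.0543, in HF+SFC over Control. Others were Mrpl47, from -0.44 to 0.19, and Cpox, from 0.31 to -0.32, both in HF over Control.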

Other observations

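Sex-biased and clock genes differed strongly between HF and Control. Male-biased liver genes were lower in HF in 7 of 10 (median -0.64, percentile 0), with Ugt2b38 4.19-fold and Elovl3 3.66-fold lower. Female-biased genes were higher in 4 of 6 and lower in 1 (median 0.93, percentile 100, and 2.32 without a filter), led by Cyp2b9, with a signal of 52.8 in Control and 3810 in HF, and Hao2, 5.01-fold higher. Cyp2b9 is also among the drug-metabolising cytochromes P450, of which 5 of 23 were higher (median 0.04, percentile 93.3). In HF+SFC over HF the male-biased list stood at 0.07 (percentile 70.0) and the female-biased list at -0.09 (percentile 25.9). Circadian clock genes were higher in HF in 8 of 17 and lower in 4 (median 0.56, percentile 100, and 0.99 in the upper 25% of signal). Ciart was 4.60-fold, Wee1 4.43-fold and Dbp 3.84-fold higher, while Arntl was 3.03-fold lower by the brighter of its 2 probe sets and at 0.33 on the log2 scale by the other. The list stood at 0.09 in HF+SFC over HF (percentile 92.4) and at 0.95 in HF+SFC over Control (percentile 100). Rgs16, among the highest genes in HF, was 13.8-fold higher with its 3 probe sets between 3.50 and 3.79.

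Cytosolic ribosomal proteins had a median of -0.32 in HF over Control (percentile 0) and were below 0 in 40 of 43, with 1 at least 1.5-fold higher and 1 lower. Proteasome subunits (median -0.09, percentile 22.6), splicing factors (median -0.12, percentile 4.4) and genes of the endoplasmic reticulum stress response (median -0.15, percentile 3.2) lay within the random lists. Antioxidant and glutathione genes had a median of 0.17 in HF over Control (percentile 99.3) and -0.08 in HF+SFC over HF (percentile 0.2), led in both by Gstm3 at 1.72 and -0.90 on the log2 scale. In HF+SFC over HF, genes of the endoplasmic reticulum stress response stood at 0.00 (percentile 21.7) and splicing factors at 0.05 (percentile 77.3). In that comparison acute phase proteins stood at 0.03 (percentile 29.2) and complement genes at 0.04 (percentile 37.1, negative under lowess scaling). Cytochromes P450 stood at 0.03 there (percentile 38.1), and genes of mitochondrial DNA, dynamics and carriers at 0.07 (percentile 92.2). Markers of tissues that a liver sample could carry along gave no list outside the random lists. In HF over Control, red blood cell markers stood at -0.19 (percentile 17.0, 3 kept), skeletal muscle at -0.61 (percentile 2.5, 4 kept), pancreas at 0.29 (percentile 77.1, 3 kept) and cholangiocytes at 0.31 (percentile 70.2, 4 kept). Olfactory receptors, with 5 kept members, stood at 0.05 (percentile 46.5) and at -0.30 in HF+SFC over HF (percentile 23.6). Adipose tissue markers had 2 kept members and mitochondrially encoded genes 1, and no median was taken.

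Of the tests below, those on macrophage and stellate cell markers, on dim probe sets and with the range of simulated counts were chosen only after the values had been seen. The first pattern was the set of genes lower in HF that were higher in HF+SFC. Outside the mitochondrial lists, the share of 21.6% could not be set against the 30.2% of simulated noise, since differences between HF and Control lengthen the list it is taken from, nor against the share with Control as the shared array, since HF and HF+SFC have the high-fat diet in common. As deposited, the 141 genes lay within the 94 to 146 of the simulations. Under median centring, quantile and lowess scaling they numbered 149, 201 and 193, above that range. In the opposite direction, 263 other genes were higher in HF than in Control and lower in HF+SFC than in HF. Because the simulations leave out differences between HF and Control, none of these counts decides the question. Noise of the HF array and an effect of SFC cannot be told apart with 1 array per group. In the mitochondrial lists 0 of 287 genes were 1.5-fold higher in HF+SFC than in HF by the probe set used, so that the share could be no other than 0 of 8, with an upper bound of 32.4%. All 8 genes were in the upper 25% of signal, where the share of other genes was 5.09%, and whether the share in the mitochondrial lists differs stays open.

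The share in the mitochondrial lists here was 0%. That is lower than the value quoted from the study above. It could be no other, since 0 of the 287 kept genes were 1.5-fold higher in HF+SFC than in HF. The difference from the study therefore says nothing about the genes lower in HF in particular. Without probe sets of ambiguous suffix it was 10% (1 of 10 genes, Uqcrq, at 0.83 on the log2 scale in HF+SFC over HF by that choice and 0.04 by its brightest probe set). The lists were not the catalogue used in the study, and the study's filter on dim probe sets was not given in the sources used here. With no filter on dim probe sets the share remained 0 of 8, but each gene was still read through its brightest probe set. Of 76 oxidative phosphorylation genes on the array, 75 were already kept with the filter. The share without a filter therefore cannot show what dim probe sets contribute. With no filter and any 1 probe set of a gene counted, an alternative chosen after seeing the data, the share was 46.8% (22 of 47 genes) in the mitochondrial lists and 57.5% among all other genes. Counted this way, the fall and the rise of a gene may come from different probe sets. Cpt2 fell by 1 kept probe set (-0.75, then 0.11) and rose by the other (-0.19, then 1.18). The share is therefore not one of probe sets that turned back.

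The second pattern was the number of genes beyond 1.5-fold in HF+SFC over HF, which may come in large part from noise of dim probe sets. Of the kept genes, 30.9% in the dimmest 10% by signal were beyond 1.5-fold and 1.29% in the brighter 50%, a ratio of 24.0, and 859 of the 932 genes counted lay in the dimmer 50%. This leaves open the differences that several probe sets of a gene share, such as those of Idi1, Cyp51 and Marco.

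The third pattern was that macrophage and stellate cell markers were higher in HF and lower in HF+SFC. Noise of the shared HF array, which random lists of the same signal also carry, is argued against by the macrophage median of -0.49 in HF+SFC over HF, where the central 95% of random lists ran from -0.10 to 0.11, and by the other 3 medians, which also lay outside. A different share of hepatocytes in the pools would move markers of all other cell types alike. The macrophage median lay 0.32 above the endothelial one in HF over Control (95% bootstrap interval over genes 0.06 to 0.74) and at -0.26 relative to it in HF+SFC over HF (-0.52 to -0.06), which argues against such a share as the whole cause. A difference between diets in these cells or their activity remains a hypothesis, RNA quality stays open, since HF had the lowest ratio of 3′ to 5′ signal for Actb, Gapdh and Pcx and its bearing on these markers was not tested, and a chance difference between the pooled animals could not be tested with 1 pool per group.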
